A study of Mus musculus with 40 samples. Its data were reported in "Dioxin-elicited decrease in cobalamin redirects propionyl-CoA metabolism to the β–oxidation-like pathway resulting in acrylyl-CoA conjugate buildup" (2022).

How the data were processed

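Mouse liver RNA was sequenced as 150 bp paired-end reads from 40 mice, 5 in each of 8 groups: sesame oil vehicle and TCDD at 7 doses (30, 10, 3, 1, 0.3, 0.1 and 0.03 μg/kg), gavaged every 4 days for 28 days. Groups were taken from the sample labels. Replicate numbers were given in accession order and pair no mice across groups.

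The authors deposited raw counts per gene for each library as written by the STAR aligner, with a column of unstranded counts and a column for each strand setting. The version of the aligner, the genome build and the annotation were not stated in the material used here. Counts on the first strand setting made up 50.0% to 50.3% of the counts on both, so the libraries keep no strand and the unstranded column was used. Genes that overlap on opposite strands, or are antisense to one another, therefore share reads and are uncertain. Reads that did not map, mapped to several places, fell in no gene or fell in more than 1 gene are counted in separate rows. These rows were left out of library sizes and tests. Reads in genes made up 71.3% to 80.8% of all reads per library, unmapped reads 2.47% to 11.3%, reads mapped to several places 5.24% to 7.43%, reads in no gene 3.34% to 7.36% and ambiguous reads 4.84% to 5.90%. The exclusion of reads mapped to several places lowers the counts of genes with near-identical copies.

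The authors also deposited a normalized table on a log2 scale for 23120 genes, with a column for each library. Its method was not stated in the material used here. The blind variance-stabilizing transformation of DESeq2 applied to the unstranded counts gave the same values within 5.03e-10, a count of 0 corresponds to 3.98 in it, and the genes listed are those with a highest count of at least 5. A planned log2(value + 1) step assumed linear values. Because the table was already logged, its values entered the tests as they were, a change made after the data were examined.

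Of the 55359 gene identifiers in the count tables, 52083 were named through a GENCODE M21 gene table and the rest were not, so that annotation is not the one the authors used. Since the build used by the authors was not stated, no coordinates are given. GC content and transcript length came from the same annotation, matched by identifier.

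Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 15373 genes, and libraries were scaled by the trimmed mean of M-values (TMM). A quasi-likelihood model with 1 mean per dose was fitted to all 40 libraries without covariates, and each dose was tested against vehicle. The p-values were adjusted by the Benjamini-Hochberg method within each dose. A gene was called when the adjusted p was under 0.05 and the fold change was at least 1.5. The study used the same fold threshold with an empirical Bayes posterior probability that is not installed here, and edgeR's test took its place. A dose trend was a linear slope on ordered steps from 0 to 7 with an adjusted p under 0.05. The lowest dose of a gene is the dose from which it was called in the same direction at that and every higher dose. CPM used TMM-scaled library sizes, and log2 CPM had a prior count of 2. SD is between mice and SE is from the fit. The floor of detection was set at 3 counts, which is 0.188 CPM in vehicle, and where every library of a group lay at or under it the fold change is given as a lower bound. Floors cover counting error alone, since reads carry no molecular identifiers.

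Single values were compared by exact permutation tests, 2-sided, for which 5 mice against 5 can give no p under 0.00794. Before the data were examined, the tests, the main settings, 4 lists of 33 genes taken from the study, 3 reference genes and the rule for further genes were fixed. That rule names the 5 largest rises and 5 largest falls at 30 μg/kg among called genes with a symbol, at least 100 mean counts in the higher group and all 5 treated mice on the same side of the vehicle mean. Alternatives were DESeq2 1.42.0, relative log expression size factors, no filter on low counts, a filter at a mean of 50 counts, a fit of vehicle and the dose compared alone, the numbering run of the titles as a covariate or each run alone, the strand-specific column with more reads, no fold threshold, dose on a linear scale and leaving out each library in turn. Added after the data were examined were limma 3.58.1 on the deposited log2 values as they are (by adjusted p, or by a posterior probability of at least 0.8), scaling to total counts alone, and run with order within the title-number triples as covariates (6 levels), the last also in a linear model of the mean log2 CPM of the reference genes, tested by shuffling doses within these levels.

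Title numbers up to 27 were treated as run 1 (19 libraries) and numbers from 28 as run 2 (21 libraries). Each dose had 3 consecutive numbers in each run, of which at most 3 are analysed here, and the order within a triple is the position of a number in it. The labels do not say what the runs are. Unchanged groups were simulated 10 times around the means of the vehicle libraries and compared with them. This leaves out the error that doses share through these libraries. The tests were checked on simulated data for 15373 genes with 200 changed genes. The dose test recovered 150 of them (75%), 4.46% of its calls were genes that had not been changed, and it made 0 calls in a simulated group without changes. The trend test recovered 174 of 200 (87%), with 5.43% of its calls unchanged. Lists of marker genes of hepatocytes, Kupffer cells, monocytes and macrophages, T cells, B cells, neutrophils, endothelial cells, stellate cells and cholangiocytes, and a list of clock genes, were written before the data were examined, but the tests that use them were chosen later. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.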

Results

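Hepatic gene expression was measured by RNA-Seq in mice that received the dioxin TCDD, or its sesame oil vehicle, by gavage every 4 days for 28 days. TCDD is a persistent environmental contaminant and a ligand of the aryl hydrocarbon receptor (AhR), a transcription factor. The 40 livers fell into 8 groups of 5 mice each: vehicle and TCDD at 7 doses, which in μg/kg were 30, 10, 3, 1, 0.3, 0.1 and 0.03. Each library came from 1 mouse. The total count assigned to genes ranged from 15.5 M to 21.0 M per library with a median of 17.5 M. The vehicle libraries held 17.2 ± 2.12 M counts (SD, n = 5) and the 30 μg/kg libraries held 18.5 ± 0.955 M (SD, n = 5). No library was a copy of another of its group, since the lowest chi-square per degree of freedom among the 80 pairs of replicates was 11.1.

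The first question was how many hepatic genes responded at each dose. A gene was called differentially expressed when its fold change from vehicle was at least 1.5 and its Benjamini-Hochberg adjusted p from edgeR's quasi-likelihood test was under 0.05. Of 15373 genes tested, 3 were called at 0.03 μg/kg, 15 at 0.1, 72 at 0.3, 428 at 1, 1038 at 3, 3347 at 10 and 6476 at 30 μg/kg. Calls at the highest dose covered 42.1% of the genes tested. Of the calls at 30 μg/kg, 3567 were higher than in vehicle and 2909 were lower. At 10 μg/kg, 2097 were higher and 1250 lower. No gene was called lower at 0.03 μg/kg, where 393 genes had an unadjusted p under 0.05 in either direction. That is less than the share of 0.05 of all 15373 tests that arises without any change, so it is no sign of many weak changes. At this dose the count of calls moved most without a filter on low counts, to 19 genes, of which 14 were lower. With DESeq2 7 of 12 were lower, so neither the count nor the direction of the changes at 0.03 μg/kg is settled. At 30 μg/kg it moved most when limma's posterior probability replaced the adjusted p, to 4200 genes. The split into higher and lower genes depended on scaling. With libraries scaled to their total counts alone, 6402 genes were higher and 1559 lower at 30 μg/kg, and the median log2 fold change of all tested genes was 0.52 in place of 0.03.

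**Figure D1:**
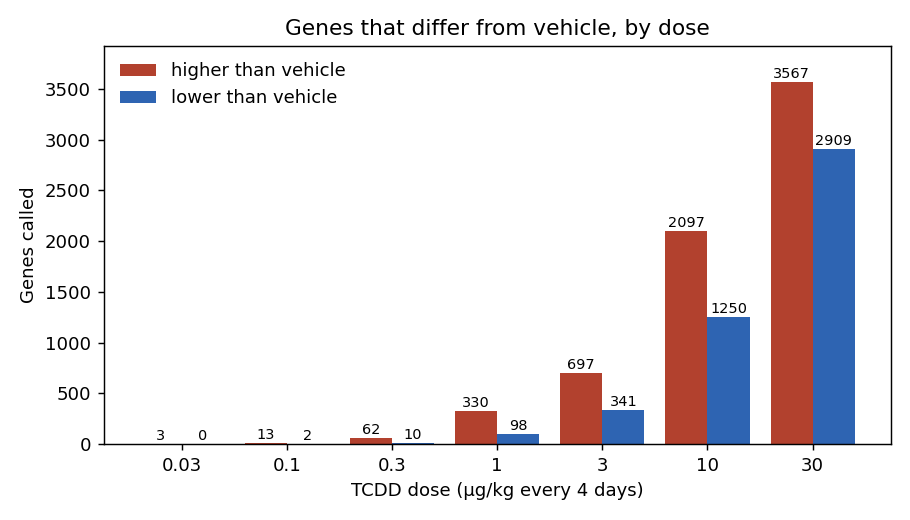
Bars give the number of genes called higher (red) or lower (blue) than in vehicle at each TCDD dose in μg/kg, from 5 mice per dose against 5 vehicle mice. Calls rose from 3 at 0.03 μg/kg to 6476 at 30 μg/kg with trimmed mean of M-values scaling, and with scaling to total counts alone the 30 μg/kg bars would stand at 6402 higher and 1559 lower.

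The titles of the libraries number the mice in 2 runs, which served as possible batches. Run 1 held 19 libraries and run 2 held 21. With dose in the model, 19 genes were called different between the runs and 290 had an adjusted p under 0.05 with no fold threshold. Run 1 alone gave 1907 calls at 10 μg/kg and 4786 at 30 μg/kg. Run 2 alone gave 2429 and 5957 calls. Replicate 1 at 30 μg/kg, a library taken up below, is 1 of the 2 run 1 mice at that dose and is not in run 2. At 30 μg/kg, 4536 of the run 1 calls and 5256 of the run 2 calls were also called in the fit of all libraries.

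Genes called at one dose were mostly called in the same direction at the next. This held for 14 of 15 genes from 0.1 to 0.3 μg/kg, 67 of 72 from 0.3 to 1, 379 of 428 from 1 to 3, 900 of 1038 from 3 to 10 and 3016 of 3347 from 10 to 30 μg/kg. One reversal, that of 1 gene, was seen between 3 and 10 μg/kg, and 7 genes reversed between 10 and 30 μg/kg. Across genes, which are not independent replicates, the log2 fold changes at 3 and 30 μg/kg correlated with a Pearson r of 0.60. The r between 10 and 30 μg/kg was 0.87. Every dose was compared with the same 5 vehicle mice, which gives an r above 0 with no effect. Unchanged groups, simulated 10 times, gave a mean r of 0.03 and 0.02. They were drawn around the means of these same mice, which removes the shared error, so they set no baseline. How much of either r comes from the shared mice stays open.

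Of the 6476 genes called at 30 μg/kg, 3460 (53.4%) had 30 μg/kg as their lowest dose. They were not called in the same direction at 10 μg/kg, and include the 7 genes that reversed between 10 and 30 μg/kg. Any gene called at a lower dose but missed at 10 μg/kg would be among them too. A further 2198 (33.9%) were called from 10 μg/kg onward. Calls from 0.03, 0.1, 0.3, 1 and 3 μg/kg onward numbered 3, 8, 48, 271 and 488 genes. A slope over the ordered dose steps, with vehicle as step 0 and 30 μg/kg as step 7, had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 8866 genes (57.7%). The slope was upward in 4850 genes and downward in 4016. This count ranged from 6582 genes with the stricter filter on low counts to 11235 genes without a filter.

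The first principal component held 47.6% of the variance of log2 CPM and followed the dose. Scores of the 10 μg/kg mice ranged from 39.1 to 67.8. Scores of 4 mice at 30 μg/kg ranged from 129 to 147, and replicate 1 at 30 μg/kg scored 81.7. PC3, the component with the next share after PC2, held 6.32% of the variance and followed the order of the title numbers in run 2, which is taken up after the report. PC2 held 6.92% and fell along the same order within each dose group of run 2, as from -12.0 to -32.0 and -52.6 at 10 μg/kg. Its relation to the order was not tested.

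**Figure D2:**
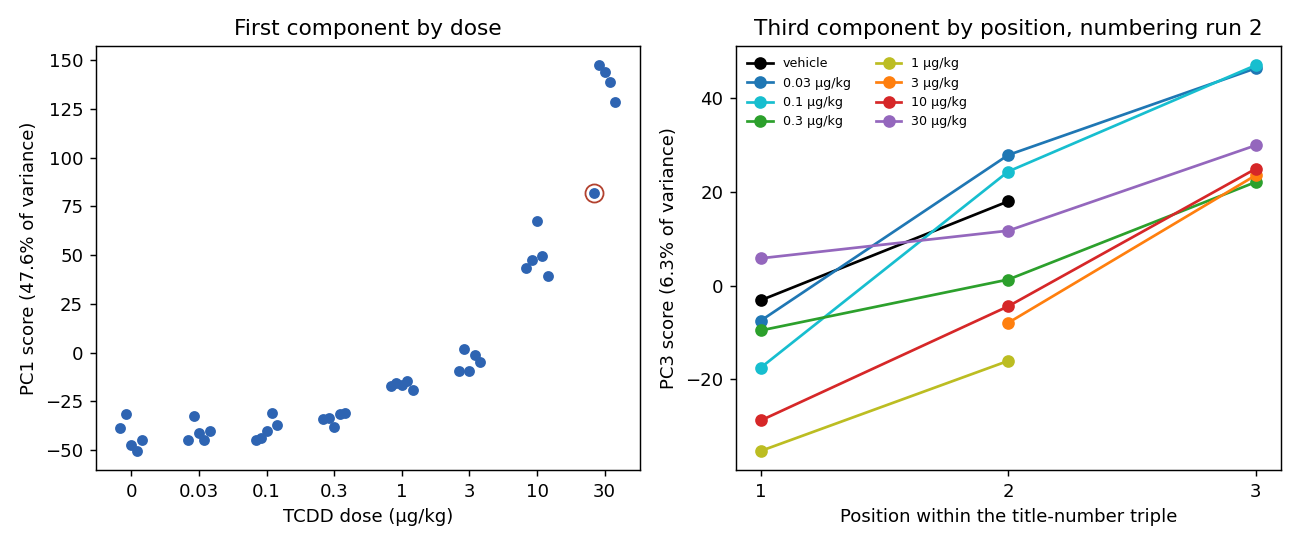
Left, first principal component score of each of the 40 libraries (points) by TCDD dose in μg/kg, with a red ring around replicate 1 at 30 μg/kg, which scored 81.7 between the 10 and the other 30 μg/kg mice. Right, PC3 score by position within the title-number triple for the 21 libraries of run 2, with a line per dose group, rising by 23.0 per position.

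AhR target genes were examined as a check of the dose labels. All 6 genes of this list were called higher at 30 μg/kg, over all genes tested and when adjusted over the list alone. Cyp1a1 (ENSMUSG00000032315) rose from 1.66 ± 0.480 CPM in vehicle (SD, n = 5) to 144 ± 53.2 CPM at 0.03 μg/kg (SD, n = 5). The log2 fold change at 0.03 μg/kg was 6.42 (SE 0.22, adjusted p 3.53e-23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it reached 11.80 at 1 μg/kg and 11.75 at 30 μg/kg. Cyp1a2 (ENSMUSG00000032310) was also called from 0.03 μg/kg, where its log2 fold change was 1.71 (SE 0.14, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p 4.16e-11). Cyp1b1, Ahrr and Nqo1 were called from 0.3 μg/kg and Tiparp from 3 μg/kg. When adjusted over the list alone, Cyp1b1 and Nqo1 were called from 0.1 μg/kg and Tiparp from 1 μg/kg. Ahrr had at most 3 counts in any vehicle library, and its mean at 30 μg/kg was at least 358-fold higher than that level. All 5 mice at 30 μg/kg lay above the vehicle mean for each of these genes. Cyp1a1 and Cyp1a2 are close paralogs, and how reads shared by both were counted could not be seen beyond the exclusion of reads that mapped to several places.

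The second question was whether genes of propionyl-CoA metabolism were repressed. The list held the cobalamin (Cbl)-dependent carboxylation pathway (Pcca, Pccb, Mcee and Mut) and the Cbl-independent β-oxidation-like pathway (Acads, Echs1, Hibch, Adhfe1 and Aldh6a1). At 30 μg/kg, 4 of these 9 genes were called, all lower, and the same number was called when adjusted over the list alone. The list was taken from the study, which also describes these mice, so the count over the list alone is not independent evidence. Without the fold threshold, all 9 were lower with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the median log2 fold change was -0.58. Mcee, Acads and Hibch had positive log2 fold changes of 0.12, 0.17 and 0.02 with libraries scaled to total counts alone, a scaling that moved the median of all genes to 0.52.

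Pcca (ENSMUSG00000041650) was repressed 2.68-fold at 30 μg/kg, from 84.6 ± 8.98 CPM in vehicle to 31.6 ± 13.8 CPM (SD, n = 5 each). The log2 fold change was -1.42 (SE 0.15), with an adjusted p of 1.24e-10 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Pccb (ENSMUSG00000032527) was repressed 2.81-fold, from 192 ± 16.4 to 68.4 ± 28.0 CPM (SD, n = 5 each). The log2 fold change was -1.49 (SE 0.14, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p 2.12e-11). Aldh6a1 was repressed 2.21-fold and Adhfe1 2.05-fold. Adhfe1 lost its call with libraries scaled to total counts alone, where its log2 fold change was -0.57, and in run 1 alone, where it was -0.69. In all 5 mice at 30 μg/kg, each of the 9 genes lay below its vehicle mean. Echs1 was 1.49-fold lower and Mut 1.45-fold lower, both just under the fold threshold. Echs1 was called with run and order as covariates (-0.61), with the strand-specific column (-0.60), in the fit of vehicle and 30 μg/kg alone (-0.59) and in run 2 alone (-0.80). Without replicate 1 at 30 μg/kg the log2 fold changes were -0.71 for Echs1 and -0.63 for Mut, and both genes were called. Leaving out some vehicle mice had the same effect, such as vehicle replicate 5 for Mut (-0.62) and vehicle replicate 1 for Echs1 (-0.62). No gene of this list was called at any lower dose. At 10 μg/kg, Pcca, Pccb and Hibch had log2 fold changes of -0.41, -0.42 and -0.55, with adjusted p of 0.0259, 0.018 and 0.00261 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and were below the vehicle mean in all 5 mice.

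**Figure D3:**
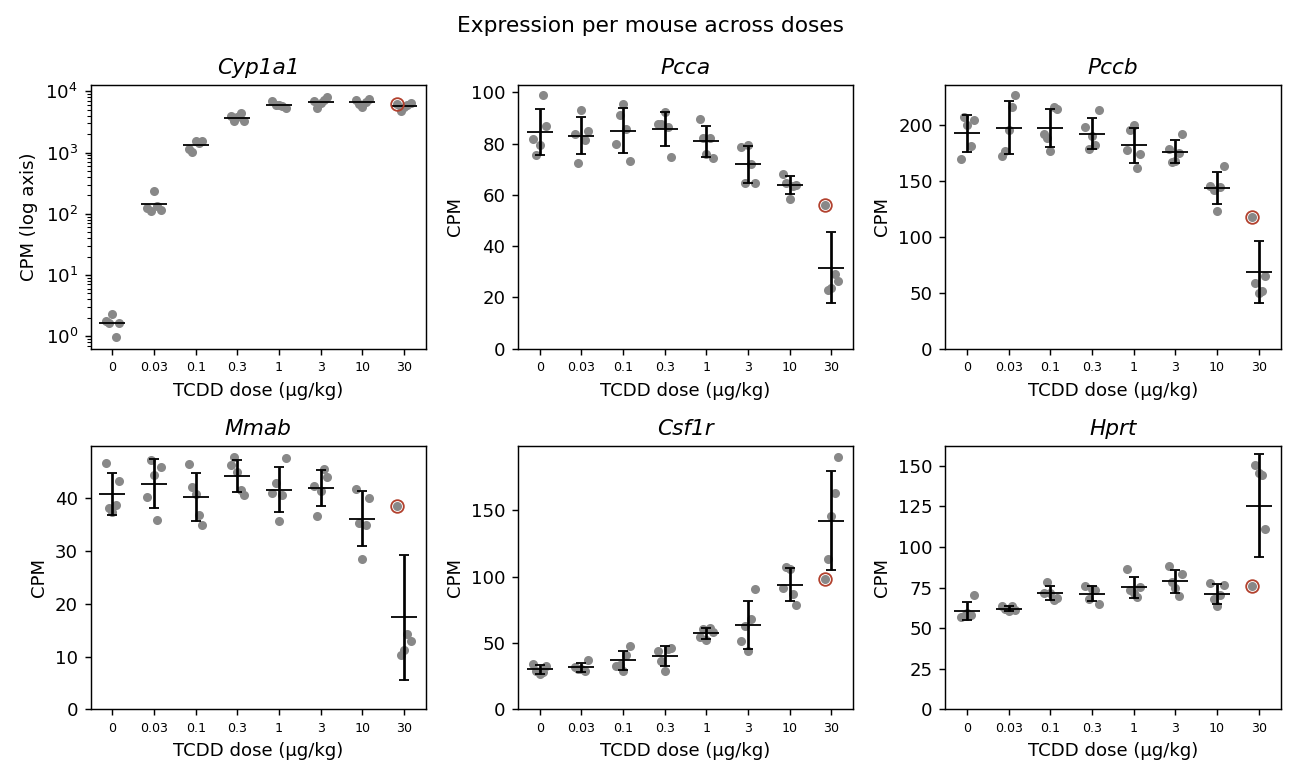
Each point is 1 of 40 mice, plotted as CPM by TCDD dose in μg/kg for 6 genes (Cyp1a1 on a log axis), and horizontal lines mark group means with SD bars (n = 5), except for Cyp1a1, which has means alone; the red ring marks replicate 1 at 30 μg/kg. Cyp1a1 rose from 1.66 to 144 CPM at the lowest dose, whereas Pcca, Pccb and Mmab fell at 30 μg/kg to means of 31.6, 68.4 and 17.4 CPM.

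The next list held 11 genes that the study examined for the uptake and processing of Cbl in the liver. Among them are Asgr1 and Asgr2, whose repression the paper regards as irrelevant to Cbl uptake in mice, which do not express haptocorrin. Of these, 3 were called at 30 μg/kg, and the same number was called when adjusted over the list alone. Mmab (ENSMUSG00000029575), whose product makes the active Cbl cofactor of methylmalonyl-CoA mutase, was repressed 2.35-fold from 40.9 ± 3.94 to 17.4 ± 11.9 CPM (SD, n = 5 each). The log2 fold change was -1.23 (SE 0.20, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p 1.94e-06). Asgr2 was repressed 2.22-fold with a log2 fold change of -1.15 (SE 0.15). Mtrr was higher, with a log2 fold change of 0.91 (SE 0.18). Mmab and Mtrr were not called in run 1 alone, where the log2 fold changes were -0.76 and 0.55. Mmadhc (0.48), Mmachc (-0.33), Mmaa (-0.57) and Asgr1 (-0.57) had log2 fold changes under the threshold with adjusted p of 0.000104, 0.0411, 0.000119 and 4.83e-05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Without replicate 1 at 30 μg/kg, Mmaa (-0.71) and Asgr1 (-0.60) were called and the list gave 5 calls. Asgr1 was also called with run and order as covariates (-0.61) and in run 2 alone (-0.66), and Mmaa in run 2 alone (-0.70). Mmadhc was called higher (0.99) with libraries scaled to total counts alone. Differences in Tcn2 (-0.18), Cd320 (-0.24), Lmbrd1 (0.07) and Mtr (0.01) were not separable from the spread between mice. Tcn2, Cd320 and Mmachc had positive log2 fold changes of 0.30, 0.24 and 0.15 with libraries scaled to total counts alone. No gene of this list was called below 30 μg/kg, and the count at 30 μg/kg ranged from 1 in run 1 alone to 7 without the fold threshold.

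The fourth list held genes of itaconate metabolism (Acod1, Auh and Clybl) and of macrophages (Gpnmb, Adgre1, Cd5l and Csf1r). At 30 μg/kg, 5 of the 7 genes were called, all higher, and 5 were called when adjusted over the list alone. Csf1r (ENSMUSG00000024621) rose 4.69-fold from 30.3 ± 3.24 to 142 ± 37.1 CPM (SD, n = 5 each). Adgre1 rose 6.20-fold and Cd5l 7.06-fold. These 3 genes were called from 1 μg/kg, where they rose 1.90-fold, 2.14-fold and 1.80-fold, with adjusted p of 0.000268, 0.00328 and 0.0201 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) and all 5 mice lay above the vehicle mean. The call of Cd5l at 1 μg/kg was lost without replicate 1 of that dose (log2 fold change 0.81) or without vehicle replicate 4 (0.75). Gpnmb was called from 10 μg/kg, and at 30 μg/kg its log2 fold change was 10.15 (SE 0.61) from a vehicle mean of 4.2 counts. Vehicle replicate 2 held 15 counts and the other vehicle libraries at most 3, so the size of this fold is imprecise. Acod1 (ENSMUSG00000022126) had at most 1 count in any vehicle library. At 3 μg/kg it was called on a mean of 8.2 counts, at 30 μg/kg its mean was 71.0 counts, and it was at least 15.5-fold higher there than the level of 3 counts that the vehicle depth allows. When adjusted over the list alone it was called from 1 μg/kg. Clybl (-0.44) and Auh (-0.23) were lower in log2 fold change but not called, and with libraries scaled to total counts alone both were higher (0.06 and 0.26). Clybl was called lower in run 2 alone (-0.60).

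The study scaled its quantitative real-time PCR to Actb, Gapdh and Hprt, so their counts were compared across doses. The mean log2 CPM of the 3 genes was 8.69 ± 0.09 in vehicle and 9.16 ± 0.23 at 30 μg/kg (SD, n = 5 each). The difference of 0.47 had an exact permutation p of 0.0159 (2-sided, 5 mice against 5), and 0.111 after Benjamini-Hochberg adjustment over the 7 doses. A change at 1 dose alone could not have passed 0.05 after that adjustment with groups of this size, so the adjusted value does not argue against a change. In a linear model of all 40 libraries with run and order as covariates, chosen after the data were examined, the difference was 0.42 (SE 0.07). Its permutation p was 2e-04 (2-sided, doses shuffled within levels of run and order), and 0.0014 after Benjamini-Hochberg adjustment over the 7 doses, and 4 of 5 mice at 30 μg/kg lay above every vehicle mouse. Within run 1 the difference was 0.37 and within run 2 it was 0.47, each with an exact permutation p of 0.1, the smallest that 2 mice against 3 allow. With libraries scaled to total counts alone the difference was 0.96. Hprt rose 2.07-fold and Actb 1.60-fold, both called, and Gapdh was 1.19-fold lower, with an adjusted p of 0.115 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gapdh was higher by 0.25 on the log2 scale with libraries scaled to total counts alone. The call of Actb was lost in run 1 alone, where its log2 fold change was 0.54, and without replicate 5 at 30 μg/kg, where it was 0.50.

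The largest changes at 30 μg/kg were ranked by fitted log2 fold change among 4242 called genes that had a symbol, averaged at least 100 counts in the higher group and changed the same way in all 5 mice. Rises ranked highest for Slc7a11, Col9a2, Adra2a, Cyp1b1 and Ecel1. Slc7a11, Col9a2, Adra2a and Ecel1 had at most 1 count in any vehicle library, and were at least 755-fold, 757-fold, 260-fold and 150-fold higher at 30 μg/kg. Slc7a11 (142 ± 125 CPM), Adra2a (48.9 ± 47.6 CPM) and Ecel1 (28.1 ± 24.7 CPM) varied widely between mice at this dose (SD, n = 5 each), so their folds are imprecise. Cyp1b1 rose by 12.37 on the log2 scale (SE 0.38). Falls ranked highest for Hsd3b5, Pitx3, Serpina4-ps1, Hao1 and Elovl3. The log2 fold changes of Hsd3b5, Hao1 and Elovl3 were -11.66 (SE 0.91), -10.76 (SE 0.55) and -9.95 (SE 0.59). Without replicate 1 at 30 μg/kg they were -13.77, -11.98 and -11.24, so the size of these falls depends on that library. Pitx3 had no count in the 5 mice at 30 μg/kg and was at least 160-fold lower, from 19.8 ± 5.43 CPM in vehicle (SD, n = 5). Serpina4-ps1 was at least 716-fold lower. It is a pseudogene, and Hsd3b5 belongs to a multigene family, so reads shared with related genes leave both values uncertain. The 5 falls were called from 10 μg/kg onward.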

Values the study reported

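The fold changes in the study's text were taken from a separate diurnal data set of the same treatment, at the time of day with the largest effect, unless stated otherwise. At 30 μg/kg TCDD, the study reported repression of 2.7-fold for Pcca and 2.9-fold for Pccb. For the β-oxidation-like pathway it reported repression of 1.5-fold for Echs1, 2.2-fold for Adhfe1 and 2.2-fold for Aldh6a1. Among genes of Cbl uptake and metabolism it gave repression of 1.5-fold for Tcn2, 2.4-fold for Asgr1, 3.9-fold for Asgr2 and 2.4-fold for Mmab. It regarded the values of Asgr1 and Asgr2 as irrelevant to Cbl uptake, because mice do not express haptocorrin.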

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

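The tests on replicate 1 at 30 μg/kg were chosen after its values were seen. In groups of 5 mice, a library was singled out when its gap to the nearest other mouse took up most of the group's range. This happened in 13 of 154 tests on library measures and named genes, where about 7.7 would be expected by chance.

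Of these 13 results, 7 concerned replicate 1 at 30 μg/kg. Its first component score was 81.7, below the 129 to 147 of the other 4 mice. Its log2 CPM was low for Nqo1 (6.64) and Gpnmb (5.51) and high for Pcca (5.81), Echs1 (7.92), Mmab (5.27) and Hsd3b5 (-1.20). These measures follow one axis and are not independent of one another. A difference in depth is argued against, since its 17.7 M counts lay inside the 17.4 M to 19.5 M of the other 30 μg/kg libraries. A mixture of vehicle RNA into the library is argued against as well. Vehicle RNA would give the same share in genes that fell and genes that rose, but the estimates were 0.166 and 0.657, a difference of 0.491, against differences of 0.011 to 0.088 in the other 4 mice (200 genes in each library). A mislabelled 10 μg/kg library stays open. On 200 genes that part the 2 doses, scaled so that 0 is the 10 μg/kg mean and 1 the mean of the other 30 μg/kg mice, it scored 0.238. The left-out 10 μg/kg mice scored -0.037 to 0.175 and the other 30 μg/kg mice 0.704 to 1.06. A score inside the 10 μg/kg range was what mislabelling predicted, and the score fell just outside it, which by the rule first written down argued against mislabelling. The reading was changed to open after the score was seen, because it lay nearer to the 10 μg/kg mice than to the others and 5 mice give too short a range to exclude a mislabelled library. Other measures went both ways. Its first component score was above the highest 10 μg/kg score (67.8). Its unmapped share (2.70%) was under their lowest (3.30%), and its Nqo1 (99.4 CPM) over their highest (56.8 CPM). Its Mmab (38.6 CPM) and Adhfe1 (80.1 CPM) lay inside the 10 μg/kg ranges. A weaker response of this mouse to 30 μg/kg is the biological explanation, and it remains untested. Without this library, calls at 30 μg/kg rose from 6476 to 6961.

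The other 6 results were scattered over libraries. Vehicle replicate 1 had the most gene counts of its group (20.9 M, against at most 16.8 in the others). TCDD 3 μg/kg replicate 2 had 11.3% unmapped reads against at most 6.40%. TCDD 0.1 μg/kg replicate 2 had 6.77% of reads mapped to several places against at most 6.33%. TCDD 0.3 μg/kg replicate 5 had a TMM factor of 0.898 against at least 0.941. Vehicle replicate 5 had a log2 CPM of 2.47 for Mtrr, below the others, and of 6.14 for Hprt, above them. This number is about what chance gives, and no explanation was tested.

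In reads left out of the gene counts, the share mapped to several places was higher at 30 μg/kg (6.98% ± 0.448) than in vehicle (6.14% ± 0.427; SD, n = 5 each; exact permutation p 0.0159, 0.0318 after Benjamini-Hochberg adjustment over 4 shares). Of the 5 mice at 30 μg/kg, the range was 6.35% to 7.43%, against 5.43% to 6.56% in vehicle. A difference in depth is argued against. Total reads at 30 μg/kg (22.1 M to 24.5 M) lay inside the vehicle range of 20.3 M to 26.6 M, and the 0.3 μg/kg mice, with a higher mean of 24.3 M reads, had 6.39%. Across the 40 libraries, centred within dose, Pearson r of the share with total reads was 0.190 (permutation p 0.254, 0.254 after adjustment over 2 relations) and Spearman rho was 0.148 (permutation p 0.377). The r was 0.075 without the 2 libraries farthest from the median depth, 0.033 in run 1 and 0.431 in run 2. An effect of TCDD on transcripts with near-identical copies stays open and was not tested.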

How the results depend on the processing

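Across the counts of calls, the list counts, the trend, the reference genes and the correlations between doses, 165 of 191 values under alternatives and 162 of 170 values without 1 library stayed on the same side of their thresholds, or within 1.5 times of the count, or for correlations within 1 simulated SD. The limit for correlations was narrowed to 1 SD from the simulated range after the values were seen. At 30 μg/kg the 6 AhR target genes were called under every alternative run, and the itaconate and macrophage list gave 4 to 6 calls. At 0.3 μg/kg, Ahrr and Nqo1 were not called in run 1 alone.

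With DESeq2, calls rose to 12 at 0.03 μg/kg and 24 at 0.1 μg/kg, from 3 and 15. Without the filter on low counts they rose to 19 and 33. At 0.03 μg/kg most of these were lower (7 of 12 and 14 of 19), where none of the 3 was. The cause was not tested for either. The stricter filter lowered calls at 30 μg/kg to 4272 because fewer genes were tested. Without the fold threshold, calls at 3 μg/kg rose to 1577, those of the propionyl-CoA list to 9 and those of the cobalamin list to 7, as the looser rule requires. The posterior probability of limma on the deposited log2 values gave 192 calls at 1 μg/kg, 395 at 3, 1685 at 10 and 4200 at 30 μg/kg, and the cause was not tested. The correlation of 3 with 30 μg/kg rose from 0.60 to 0.64 over genes with a mean of at least 50 counts, and the cause was not tested.

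Each numbering run alone holds 2 or 3 mice per group. Run 1 alone gave 4 calls at 0.1 μg/kg, 20 at 0.3, 173 at 1, 429 at 3 and 1907 at 10 μg/kg, and 1 in the cobalamin list at 30 μg/kg. Run 2 alone gave 7 calls at 0.1 μg/kg, 22 at 0.3, 76 at 1 and 402 at 3 μg/kg, and 5 in the cobalamin list at 30 μg/kg. The cause was not tested. Fewer libraries give any test less power, which cannot explain the rise to 5. At 30 μg/kg the runs also differ in replicate 1, which is 1 of 2 mice in run 1 and absent from run 2. Without that library, the fit of all others gave 5 calls in the cobalamin list too. It may therefore account for part of the difference at this dose. Leaving out replicate 5 at 30 μg/kg, a run 2 library, also gave 5 calls. The difference in reference genes was 0.37 in run 1 and 0.47 in run 2, both with an exact permutation p of 0.1, which is the smallest p these sizes allow, so the test says nothing about stability. With run and order as covariates in a linear model it was 0.42.

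Leaving out 1 of the 10 libraries compared gave 2 to 9 calls at 0.03 μg/kg, 8 to 17 at 0.1 μg/kg and 6195 to 6961 at 30 μg/kg. The highest count at 0.03 μg/kg came without vehicle replicate 3, and it was 6 and 8 without vehicle replicates 1 and 5, with 5, 3 and 5 of these 9, 6 and 8 genes lower. At 0.1 μg/kg, 8 calls were made without replicate 3, 4 or 5 of that dose. The cobalamin list gave 3 to 5 calls, with 5 without replicate 1 or replicate 5 at 30 μg/kg, and the propionyl-CoA list gave 4 to 6. The trend gave 8418 to 9104 genes, and the reference difference ranged from 0.40 to 0.56 with a highest exact permutation p of 0.0238.

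Scaling to total counts alone moved the median log2 fold change of all tested genes to 0.22 at 10 μg/kg and 0.52 at 30 μg/kg. The mean TMM factor was 0.928 ± 0.038 in vehicle and 1.31 ± 0.088 at 30 μg/kg (SD, n = 5 each), which sets the size of that shift. Under it, higher against lower calls were 461 against 67 at 1 μg/kg (330 against 98 with TMM), 862 against 250 at 3 (697 against 341), 2980 against 756 at 10 (2097 against 1250) and 6402 against 1559 at 30 μg/kg (3567 against 2909). The log2 fold changes at 30 μg/kg reversed for Mcee (0.12), Acads (0.17), Hibch (0.0162), Tcn2 (0.30), Cd320 (0.24), Mmachc (0.15), Auh (0.26), Clybl (0.0581) and Gapdh (0.25), all below the median shift of 0.52. Relative log expression size factors reversed none of the named genes.

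Lmbrd1 and Mtr had log2 fold changes near 0 with TMM. Lmbrd1 reversed in run 1 alone (-0.11) and ranged from -0.0043 to 0.10 without 1 library. Mtr reversed in the fit of vehicle and 30 μg/kg alone (-0.0051), with run as a covariate (-0.004) and in run 2 alone (-0.14), and ranged from -0.0527 to 0.0815 without 1 library. The cause was not tested for either gene. Of 56 results for named genes, these included, 10 changed in run 1 alone (9 weaker, 1 reversed), 9 in run 2 alone (4 weaker, 4 stronger, 1 reversed), 11 with library size alone (9 reversed, 1 weaker, 1 stronger) and 23 of 560 without 1 library (13 stronger, 3 weaker, 7 reversed). Acod1 at 3 μg/kg, at a mean of 8.2 counts, was not called in either run alone, nor was Adgre1 or Cd5l at 1 μg/kg, and Csf1r at 1 μg/kg was not called in run 2.

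No paired analysis was possible because the replicate numbers were given in accession order and pair no mice across groups. The log2(value + 1) form of the alternatives on the deposited table was not run, since the table is already on a log2 scale, and its values were used as they are. The trend has no fold threshold, so the alternative without one was not run for it.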

Other observations

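Tests on the marker lists, on time of day, on the direction of 6 genes under library size scaling and on the order and direction of the reference genes were chosen after the results they bear on were seen.

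In fits of the 10 libraries of each dose and vehicle alone, calls were counted for 100 of the 126 splits into 5 against 5, the real one included. As many calls as the real split were found in 4 splits at 0.03 μg/kg (3 calls), 2 at 0.1 μg/kg (10 calls) and 1, the real one, at each dose from 0.3 μg/kg up (62, 571, 969, 3131 and 5901 calls). Of 50 shufflings of the doses, 1, the real order, gave as many trend genes as 8866, and the highest of the others gave 502. At 0.03 μg/kg another split gave 369 calls and at 0.1 μg/kg another gave 247. In both of these splits every library that came first in its title-number triple lay on one side, but that alone did not give many calls. Among the 99 splits other than the real one, 4 at 0.03 μg/kg and 17 at 0.1 μg/kg had this separation, of which 2 and 16 gave 0 or 1 call, and a split without it gave 31 calls at 0.03 μg/kg. What these splits follow stays open. With run and order as covariates, 4 genes were called at 0.03 μg/kg, 15 at 0.1 μg/kg and 6542 at 30 μg/kg.

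In numbering run 2, PC3 rose with the position in a title-number triple by 23.0 per position within dose (exact permutation p 3.22e-05, the smallest its 62208 permutations allow, 21 mice; 0.000258 after Benjamini-Hochberg adjustment over 8 tests). In run 1 the slope was 3.04 (exact permutation p 0.55, 19 mice). The mean log2 CPM of Actb, Gapdh and Hprt rose by 0.15 per position in run 2 (exact permutation p 3.22e-05, the smallest possible, 6.44e-05 after adjustment over 2 runs) and by 0.01 in run 1 (exact permutation p 0.891). Depth is argued against, since gene counts changed by 0.347 M per position in run 2 (exact permutation p 0.465), while in run 1 they fell by 0.718 M per position (exact permutation p 0.00608, 0.0243 after adjustment) without the axis. GC content is a candidate explanation. The slopes of 15324 genes on position in run 2 correlated with GC content at a Spearman rho of 0.532 across genes, which are not independent replicates, and with transcript length at -0.27. In run 1 the rho with GC content was -0.036. A GC effect of library preparation or sequencing may therefore run along the numbering, though the rho leaves open what produced it. Log2 fold changes between doses and vehicle had a rho with GC content of 0.205 at 0.03 μg/kg, 0.132 at 0.1, 0.084 at 0.3, -0.016 at 1, 0.125 at 3, 0.106 at 10 and -0.00 at 30 μg/kg. Time of day at collection stays open. Clock genes that rise after lights-on minus those that fall had a median slope difference of 0.203 per position in run 2 (exact permutation p 0.167) and 0.058 in run 1 (exact permutation p 0.646). Nr1d1 rose by 0.63 and 0.60 and Per1 by 0.70 and 0.58 per position in runs 2 and 1, whereas Per3 and Ciart had slopes of -0.18 and -0.28 in run 2. By the rule first written down a difference inside the permutations argued against time of day. That reading was changed to open after the value was seen, because Nr1d1 and Per1 rose in both runs while most other clock genes did not. Their slopes in run 1, where the PC3 slope was 3.04, were close to those in run 2. These genes therefore do not link the axis of run 2 to time of day.

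Unmapped reads were fewer at 30 μg/kg (2.93% ± 0.365) than in vehicle (5.29% ± 1.70; SD, n = 5 each; exact permutation p 0.00794, the smallest possible, 0.0318 after Benjamini-Hochberg adjustment over 4 shares), and the ranges did not overlap. Depth is argued against, since total reads at 30 μg/kg lay inside the vehicle range. Within dose, Pearson r of the unmapped share with total reads was 0.195 over 40 libraries (permutation p 0.21, 0.254 after adjustment over 2 relations) and Spearman rho 0.286 (permutation p 0.0778). The r was 0.325 without the 2 libraries farthest from the median depth, 0.172 in run 1 and 0.233 in run 2. What the unmapped reads were, and a change of the RNA with TCDD, remain open.

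The fall of Pcca, Pccb and Mmab at 30 μg/kg held under scaling to total counts alone, where the smallest fall was -0.77 (Mmab), so scaling is argued against as its whole cause. For Mcee, Acads, Hibch, Tcn2, Cd320 and Mmachc the role of scaling stays open. All 6 lay at 0.0162 or above with total counts alone, but they were picked for this, and a scaling that moves the median of all genes to 0.52 turns any small fall into a rise. A lower share of hepatocyte RNA stays open as a cause of the falls. Alone it would raise the markers of other cell types alike. Each of these cell types may also change by itself, so unequal rises cannot exclude a lower hepatocyte share. The median log2 fold changes at 30 μg/kg were 2.35 for Kupffer cells, 3.16 for monocytes and macrophages, 1.57 for T cells, 1.38 for B cells, 4.52 for neutrophils (3 of 4 genes tested), 0.49 for endothelial cells, 2.73 for stellate cells and 2.43 for cholangiocytes. The gap from lowest to highest was 4.03, against a largest SD between mice of 1.47, so these lists did not change alike. The highest, that of neutrophils, rests on a vehicle mean of 0.253 CPM, near the floor of 0.188 CPM. The cholangiocyte list was mixed, since Sox9 was called lower (-0.95) and the other 3 genes were called higher (2.15 to 2.83). The 8 hepatocyte genes had a median of -1.99, 7 were called lower and they ranged from -3.20 for Apoa1 to -0.32 for Trf. These medians were above vehicle in all 5 mice, and for hepatocytes below it in all 5, with exact permutation p of 0.00794, except 0.0159 for cholangiocytes (0.00893 and 0.0159 after Benjamini-Hochberg adjustment over the 9 lists). A change in the share of single cell types together with regulation in hepatocytes stays open.

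More macrophage RNA is a candidate explanation for the rise of Adgre1, Cd5l and Csf1r from 1 μg/kg on. All 7 genes of the Kupffer list and all 6 of the monocyte and macrophage list were called higher at 30 μg/kg, and the lower of the 2 medians was 2.35. The medians were 0.72 and 0.42 at 1 μg/kg, 0.88 and 0.71 at 3 μg/kg, and 1.37 and 1.86 at 10 μg/kg. The gene with the most counts in vehicle was Clec4f in the Kupffer list (66.8 CPM in vehicle and 125 at 30 μg/kg) and Lyz2 in the other (31.7 and 310 CPM). Vehicle liver expressed the genes of both lists, none is in another list, and none is among the genes picked by the study. Kupffer genes did not rise alike, as Clec4f rose by 0.90 and Marco by 5.35. Whether cells were more numerous or expressed more could not be separated in whole liver.

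Drift of the reference genes would need them to fall at 30 μg/kg to give a rise in Acod1 scaled to them, and is argued against, since their mean log2 CPM rose by 0.47 (exact permutation p 0.0159, 5 mice against 5). Scaling to them lowers Acod1, from at least 15.5-fold with TMM to at least 10.5-fold relative to their geometric mean.

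The folds quoted from the study above came from a separate diurnal data set, at the time of day with the largest effect. Those of Pcca, Pccb, Echs1, Adhfe1, Aldh6a1 and Mmab lay near the folds found here. Repression of Asgr1 at 30 μg/kg was 1.48-fold here. That is lower than the value quoted from the study above. Repression of Asgr2 was 2.22-fold here. That too is lower than the value quoted from the study above. Tcn2 was 1.14-fold lower here, was not called, and was higher by 0.30 on the log2 scale with libraries scaled to total counts alone. Its repression is also lower than the value quoted from the study above.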
